A study of Mus musculus with 12 samples. Its data were reported in "MTG8 interacts with LHX6 to specify cortical interneuron subtype identity" (2022).

How the data were processed

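Gene expression was measured with 12 Affymetrix Mouse430_2 arrays, which read each transcript with 1 or more probe sets. The RNA came from fluorescent cells that had been dissociated from mouse embryonic cortex and purified by fluorescence-activated cell sorting. MGE cells carried a yellow fluorescent reporter at the Rosa26 locus that Nkx2-1-Cre switches on, and were collected at E14.5 and E18.5. CGE cells came from embryos in which a Dlx1-driven Venus reporter is removed by Nkx2-1-Cre, so that cells from the lateral and caudal eminences keep the signal, and were collected at E16.5 and E18.5. Embryos were pooled for each collection, RNA was extracted with an RNeasy kit (Micro in the sample records, Plus Micro in the methods), and cDNA was amplified with the NuGEN Ovation Pico system before labelling. Each of the 4 groups had 3 arrays that the sample titles name as biological replicas. How many embryos or litters stand behind an array is not given in the sources used here.

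The values deposited by the authors are on a log2 scale and had been background-corrected and normalised between arrays before deposit, according to the methods with Bioconductor. The submitters' processing notes list MAS5 without a version, while the methods name no algorithm, so the exact normalisation is not settled. The deposited values lay between 3.23 and 14.97, and the medians of the 12 arrays lay between 7.75 and 7.81. Because they were already on a log2 scale, no pseudocount was added, and the alternatives planned for a linear table had no use. No detection calls were used here, so a dim value cannot be separated from an absent transcript, and differences of dim genes can be understated. Arrays have no read depth; the number of arrays limits the precision.

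The table held 27094 probe sets, which is fewer than the array type carries, and the selection behind it is not given in the sources used here. After 34 Affymetrix controls were left out, 22343 of the 27060 others had 1 gene symbol in the platform annotation, 567 had several and 4150 had none. Only probe sets with 1 symbol were used, and they covered 11358 symbols. Entrez identifiers of 22269 of them were found in a RefSeq gene table of GRCm38.p6, which changed 0 symbols and served otherwise only to find neighbouring genes. A probe set was kept if it lay above the 40th percentile of its own array on at least 3 of the 12 arrays, a level of 7.10 to 7.17. This left 17997 probe sets. Each gene was represented by its kept probe set with the highest mean over all arrays, which gave 8795 genes. Genes of other organs served as a reference for absent transcripts, but only 4 of them were in the table and their median was 7.17, so they set no better floor than the filter.

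Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes) with 1 mean per group over all 12 arrays, which leaves 8 residual degrees of freedom to which the moderation added 3.60. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the 8795 genes within each comparison. A gene was called at an adjusted p under 0.05. The comparisons were as follows. The early lineage comparison set MGE cells at E14.5 against CGE cells at E16.5, the pairing that the methods name. The late lineage comparison set both lineages against each other at E18.5. MGE maturation and CGE maturation set E18.5 against the earlier day of the same lineage. The change of the lineage difference is the late minus the early lineage difference, which equals MGE maturation minus CGE maturation. Overlaps of calls were set beside the number that independent lists would share and a one-sided Fisher's exact test, which take no account of the standard errors that 2 comparisons of 1 fit share. All printed differences are on the log2 scale, as MGE minus CGE or as E18.5 minus the earlier day.

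Gene lists were fixed before the data were examined. They covered the MTG family, genes changed in both mutants of the study, regulators of the MGE and of the CGE lineage, markers of the LGE and its striatal or olfactory neurons, pan GABAergic genes, mature MGE and mature CGE subtype genes, oligodendrocyte precursors, radial glia and astrocytes, pallial glutamatergic neurons, Cajal-Retzius cells, microglia, vascular and erythroid cells, the cell cycle, immature neurons, migration and guidance receptors, glutamate receptors, GABA receptors and chloride transport, synaptic vesicle and release, voltage-gated channels, hypoxia and glycolysis, immediate early and stress genes, the Notch pathway, other organs and sex-linked transcripts. The list of genes changed in both mutants comes from sequencing of other samples. The first lines of a supplementary list of lineage-enriched genes from these same samples had been seen before the lists were fixed, so the lists are not fully independent of it. Lhfpl3 was left out of the oligodendrocyte precursor list for that reason. Lists with at least 3 tested members were tested with camera at a preset correlation of 0.01, with a second run in which the correlation was estimated, and with fry. These p-values were adjusted over lists within a comparison. Cajal-Retzius, vascular and erythroid markers had 2, 1 and 0 tested members and no list test. The other-organ and sex-linked lists were for reference only.

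The genes named in the text follow a rule that was also fixed before the data were examined. Named in every comparison were Lhx6, Sst, Npy, Nkx2-1, Sox6, the 3 MTG genes, Nr2f2, Sp8, Prox1 and the other genes changed in both mutants. Added were the 8 genes in each direction with the largest difference in a lineage comparison, or 6 in each of the others, among genes called with all arrays of one group above all of the other. Up to 4 called members of each list were added. Nkx2-1 had no probe set under its symbol in the table, and Npy2r and Galntl6 did not pass the filter. Genes whose other kept probe sets were not all called are stated where they are named; 0 probe sets gave the opposite call.

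The fit was tested on simulated data with the real means and spread of the 8795 genes, in which 200 genes were changed by a known amount, 50 for each size. At a true difference of 1, it recovered 72% in the early comparison, 74% in the late comparison, 72% in MGE maturation, 78% in CGE maturation and 48% in the change of the lineage difference. At a true difference of 0.5 it recovered 18%, 16%, 24%, 38% and 2% in the same order. Of the genes called, 12 of 155, 6 of 148, 9 of 155, 14 of 169 and 2 of 115 had not been changed. Alternatives tried were a replicate block, quantile normalization, median centring, no filter and a stricter filter at the 60th percentile, the mean of a gene's probe sets, all probe sets in place of genes, a trended and robust spread, array weights, a fit to the 2 groups compared, a minimum difference of 1, and each array left out in turn. A further alternative left out 2 arrays together, and was added after the data were seen. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 prepared tables and drew the plots.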

Results

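The data compare cells sorted from the embryonic mouse cortex to represent migrating interneurons of 2 origins. MGE cells arise in the medial ganglionic eminence and give rise to somatostatin and parvalbumin interneurons, and CGE cells arise in the caudal and lateral eminences. RNA of sorted cells was hybridised to 12 arrays, 3 for each of MGE cells at E14.5, MGE cells at E18.5, CGE cells at E16.5 and CGE cells at E18.5. Over all probe sets, replicate arrays of a group correlated at r = 0.972 to 0.995. The closest pair was MGE E14.5 replicates 1 and 2, whose log2 differences had an SD of 0.231, against 0.376 to 0.518 for the other pairs. The values were not identical, and both arrays were kept as separate replicates. The methods call the replicates of each condition independent, without saying how pools were divided among arrays. If these 2 arrays shared a pool, this group would hold 2 independent samples and its standard errors would be too small. The first principal component held 43.1% of the variance and set the MGE arrays at E18.5 apart from all others. The second held 28.5% and ran from MGE cells at E14.5 to CGE cells at E18.5.

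**Figure D1:**
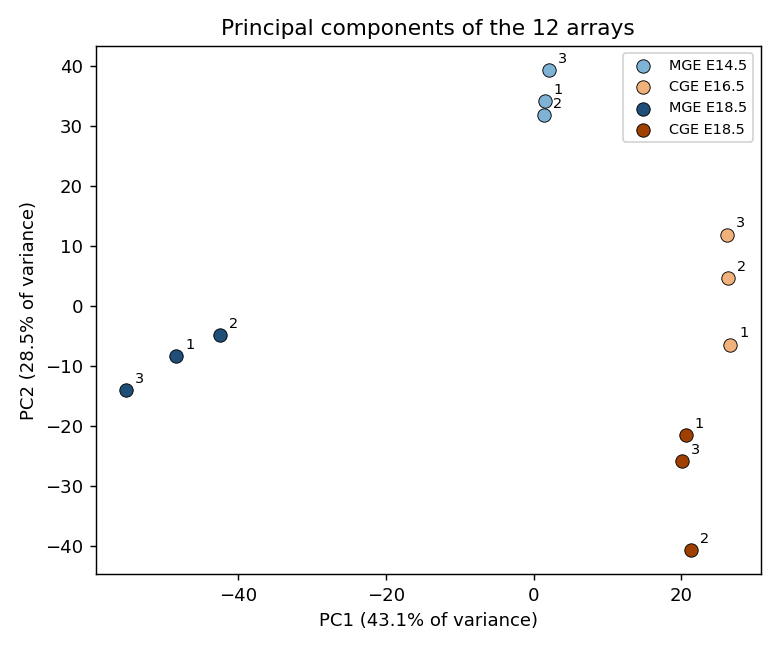
Each point is 1 of the 12 arrays, placed by its scores on the first principal component (x axis, 43.1% of the variance) and the second (y axis, 28.5%), with colours for the 4 groups. The 3 MGE arrays at E18.5 lie between -55.2 and -42.5 on the first component, apart from the other arrays at 1.43 to 26.6.

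The early lineage comparison asks which genes distinguish MGE cells at E14.5 from CGE cells at E16.5, when each population is migrating into the cortex. Sp8, a transcription factor of CGE-derived interneurons, was -7.61 ± 0.13 (log2 difference ± SE, n = 3 arrays per group; adjusted p = 7.4e-12), at 4.31 in MGE and 11.91 in CGE cells. Prox1, a homeodomain factor of the CGE lineage, was -7.30 ± 0.19. Lhx6, the transcription factor that marks the whole MGE interneuron lineage, was 4.40-fold higher in MGE cells (2.14 ± 0.23, adjusted p = 8.5e-05). The neuropeptide genes Sst and Npy were also higher in MGE cells, Sst by 3.00 ± 0.64 (adjusted p = 0.0107) and Npy by 2.40 ± 0.45 (adjusted p = 0.00456). Of the genes tested, 366 were higher in MGE and 519 higher in CGE cells, and 185 and 242 of them differed by at least 2-fold. In all, 33.1% of genes had groups that did not overlap, where chance gives 10%.

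Among the MTG family of transcriptional co-factors, Cbfa2t3 (Mtg16) was higher in MGE cells by 1.50 ± 0.20. Runx1t1 (Mtg8) was 0.48 ± 0.17 with an adjusted p of 0.11, and 2 of its 4 other probe sets were called higher, at 0.66 and 0.59. It gained a call in 5 of 23 settings, over which it ran from 0.38 to 0.62. Cbfa2t2 (Mtgr1) was -0.28 ± 0.14 and was not called. Adjusted over the list alone, 2 of the 3 were higher, and the family did not pass camera (adjusted p = 0.108, or adjusted p = 0.223 with an estimated correlation). Of the 6 measured genes that change in both Mtg8 and Lhx6 mutants, all 6 were called, also when adjusted over the list alone. Thbs1, which encodes thrombospondin, was higher in MGE cells by 3.29 ± 0.43, together with Sst and Npy, while Pbx3 (-5.06 ± 0.19), Cbln2 (-3.58 ± 0.24) and Sp8 were higher in CGE cells. Members went both ways, and the list did not pass camera (adjusted p = 0.108, or adjusted p = 0.302 with an estimated correlation). The study reports Sst, Npy and Thbs1 as lower and Sp8, Cbln2 and Pbx3 as higher in both mutants. The former are the genes higher in MGE cells here and the latter those higher in CGE cells. A test for 1 direction therefore cannot decide for this list. With fry, taken for changes in either direction, the unadjusted p was 8.2e-09.

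Regulators of the MGE lineage were higher in MGE cells for 5 of 6 members (5 adjusted over the list alone; camera adjusted p = 3.2e-06, adjusted p = 0.085 with an estimated correlation). They included Sox6 (1.89 ± 0.20), Maf (1.09 ± 0.17) and Mef2c (0.83 ± 0.20), while Zeb2 was -0.05. Not all probe sets of Maf, Meis2, Pdgfra and Tiam2 were called. CGE regulators were higher in CGE cells for 9 of 10 members (9 adjusted over the list alone; camera adjusted p = 1.8e-15, adjusted p = 0.0022 with an estimated correlation). Besides Sp8 and Prox1, these included the serotonin receptor gene Htr3a (-3.93 ± 0.25), Nfix (-3.34 ± 0.40) and Nr2f2 (-2.80 ± 0.18), which encodes COUP-TFII. Mature MGE subtype genes were higher for 6 of 9 members and lower for 1, the same counts as adjusted over the list alone (camera adjusted p = 0.00083, adjusted p = 0.155 with an estimated correlation). Calb1 (3.51 ± 0.58) and Nxph1 (3.23 ± 0.29) were among the higher ones, and Chodl, a gene of long-range SST neurons, was the lower one at -1.87, with both groups below the filter level. Mature CGE subtype genes were higher in CGE cells for 4 of 8 members (5 adjusted over the list alone; camera adjusted p = 3.7e-06, adjusted p = 0.108 with an estimated correlation). Adarb2 was -5.01 ± 0.21, Cxcl14 was -4.98 ± 0.51, and the cannabinoid receptor gene Cnr1 was -3.99 ± 0.31.

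The genes with the largest differences towards MGE cells also included Adm (4.50 ± 1.02), which encodes adrenomedullin, the glutamate receptor gene Grm5 (3.96 ± 0.38), Pxdc1 (3.90 ± 0.39), Ptchd4 (3.66 ± 0.29), Olig1 (3.64 ± 0.26), Dpp10 (3.42 ± 0.27) and Kitl (3.41 ± 0.38), which encodes the KIT ligand. The call of Adm was lost in 5 of 23 settings (adjusted p up to 0.0659). Towards CGE cells the genes with the largest differences included the synaptic vesicle gene Synpr (-6.22 ± 0.24), Prox1os (-4.73 ± 0.38) and Nr3c2 (-4.62 ± 0.28), which encodes the mineralocorticoid receptor. Glutamate receptors were higher in MGE cells for 6 of 13 members and lower for 1 (7 and 1 adjusted over the list alone; camera adjusted p = 1.7e-05, adjusted p = 0.085 with an estimated correlation). Grik1 was 3.20 ± 0.24, Gria1 was 2.55 ± 0.31 and Grin2d was -3.69 ± 0.34. Migration and guidance receptors were higher in CGE cells for 8 of 18 members and higher in MGE cells for 3 (9 and 3 adjusted over the list alone; camera adjusted p = 0.0019, adjusted p = 0.155 with an estimated correlation). Met was -3.39 ± 0.28, Tiam2 was -2.71 ± 0.31, and the chemokine receptor gene Ackr3 was 1.90 ± 0.35. Notch pathway genes were higher in CGE cells for 5 of 8 members, also when adjusted over the list alone (camera adjusted p = 0.0019, adjusted p = 0.155 with an estimated correlation), among them Notch2 (-1.79 ± 0.21) and Jag1 (-1.59 ± 0.17).

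Markers of other cell types moved with these groups. Oligodendrocyte precursor markers were higher in MGE cells for 6 of 14 members and lower for 1 (7 and 1 adjusted over the list alone; camera adjusted p = 0.00029, adjusted p = 0.223 with an estimated correlation). Pdgfra was 2.51 ± 0.45 and Ptprz1 was -1.63 ± 0.29. LGE markers were higher in CGE cells for 2 of 4 members (4 adjusted over the list alone; camera adjusted p = 0.0019, adjusted p = 0.193 with an estimated correlation), with Meis2 at -3.38 ± 0.53 and Foxp2 at -2.43 ± 0.56. CGE E16.5 replicate 1 stood apart, with a list mean of 10.37 against 8.71 and 8.73, and without it Meis2 was -2.68 and Foxp2 was -1.56, both still called. Among radial glia and astrocyte markers, 1 of 12 was higher and 2 were lower in MGE cells (1 and 2 adjusted over the list alone), including Pax6 at -4.27 ± 0.32, and the list did not pass (camera adjusted p = 0.506). Of the Cajal-Retzius markers, Reln and Cacna2d2 were tested, and the calcium channel subunit gene Cacna2d2 was higher in MGE cells by 1.66 ± 0.24; 0 of the 10 erythroid genes were in the table. Lhx6 and Sst were not at the filter level in CGE cells, where they read 10.77 and 9.20. Lineage and embryonic day cannot be told apart in this comparison, because no group shares a day. Without MGE E14.5 replicate 1 the counts were 214 and 318, and without MGE E14.5 replicate 3 and CGE E16.5 replicate 3 together they were 208 and 317. With array weights they were higher, at 818 and 996.

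**Figure D2:**
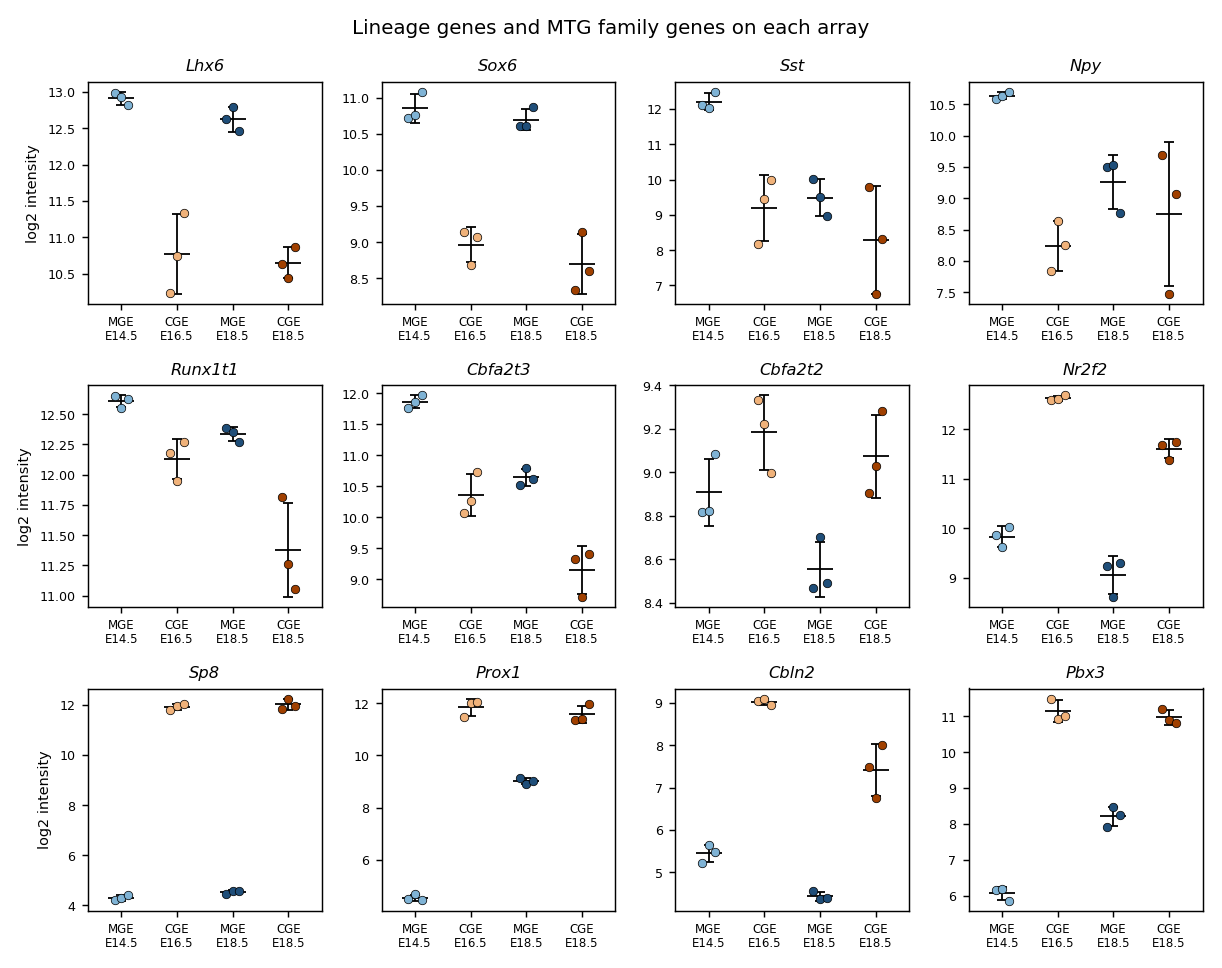
Each panel shows the log2 intensity (y axis, with its own range in each panel) of 1 gene on the 12 arrays, by group (x axis), with points for arrays and bars for the mean ± SD of 3 arrays. Lhx6 lay near 12.9 and 12.6 in MGE cells against 10.8 and 10.7 in CGE cells, and Sst went from 12.2 to 9.49 in MGE cells.

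The late lineage comparison is the only one of both origins on the same day, E18.5. The genes with the largest differences towards MGE cells were Lhfpl3 (6.83 ± 0.25), the transcription factor genes Nkx2-2 (6.49 ± 0.23), Olig1 (6.42 ± 0.26) and Sox10 (6.13 ± 0.23), and Pdgfra (6.48 ± 0.45), the receptor of oligodendrocyte precursors (n = 3 arrays per group). The 2 other probe sets of Sox10 were called at 2.07 and 2.83, and Sox10 ran from 3.68 to 6.32 over 23 settings. Lhx6 was 3.93-fold higher in MGE cells (1.97 ± 0.23, adjusted p = 6.0e-05) and Sox6 was 2.00 ± 0.20, whereas Sp8 was again higher in CGE cells (-7.48 ± 0.13). In contrast, Sst (1.20 ± 0.64, adjusted p = 0.204) and Npy (0.51 ± 0.45, adjusted p = 0.446) were not called at this age. For Sst this rests on single arrays, since CGE cells read 9.80, 6.76 and 8.30, and the difference was 1.96 and called without CGE E18.5 replicate 1 but 0.44 without replicate 2. For Npy it ran from -0.12 to 0.99 over the alternatives. Of the genes tested, 1143 were higher in MGE and 866 higher in CGE cells, with 588 and 260 at 2-fold or more, and 36.8% had groups that did not overlap where chance gives 10%.

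All 3 MTG genes were called, although the call of Cbfa2t2 was lost in 4 of 23 settings (adjusted p up to 0.0693). Cbfa2t3 was higher in MGE cells by 1.50 ± 0.20 and Runx1t1 by 0.96 ± 0.17 (adjusted p = 0.0016, and 3 of its 4 other probe sets were called), while Cbfa2t2 was -0.52 ± 0.14, with 1 other probe set (-0.48) that was not called. The calls were the same adjusted over the list alone, and the family did not pass camera (adjusted p = 0.221, or adjusted p = 0.345 with an estimated correlation). Among genes changed in both mutants, Thbs1 was higher in MGE cells (3.27 ± 0.43) and Cbln2 (-2.98 ± 0.24), Pbx3 (-2.76 ± 0.19) and Sp8 were higher in CGE cells, again the same adjusted over the list alone (camera adjusted p = 0.0426, adjusted p = 0.254 with an estimated correlation). The list lost its call in all 4 list settings, with adjusted p from 0.0528 upwards, and camera has the same limit here as in the early comparison. MGE regulators were higher in MGE cells for 5 of 6 members (6 adjusted over the list alone; camera adjusted p = 5.0e-05, adjusted p = 0.0865 with an estimated correlation), with Mef2c at 1.73 ± 0.20 and Maf at 1.23 ± 0.17. CGE regulators were higher in CGE cells for 6 of 10 members (8 adjusted over the list alone, with 1 higher in MGE cells; camera adjusted p = 2.2e-06, adjusted p = 0.0324 with an estimated correlation). Htr3a was -3.92 ± 0.25, Nr2f2 was -2.55 ± 0.18, and Prox1 was -2.55 ± 0.19.

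Oligodendrocyte precursor markers were higher in MGE cells for 13 of 14 members, all but Vcan (14 adjusted over the list alone; median 4.32; camera adjusted p = 8.0e-18, adjusted p = 0.0324 with an estimated correlation). Cspg4, which encodes the NG2 proteoglycan, was 5.47 ± 0.26, beside Scrg1 (5.59 ± 0.24) and Col19a1 (5.52 ± 0.24), which no list holds. Radial glia and astrocyte markers were higher for 7 of 12 members and lower for 1 (7 and 3 adjusted over the list alone; camera adjusted p = 0.0426, adjusted p = 0.305 with an estimated correlation). The list lost its call in 2 of 4 list settings, among them the replicate block. The glutamate transporter gene Slc1a3 was 2.73 ± 0.28, Hes5 was 2.45 ± 0.49 and Pax6 was -5.25 ± 0.32. Pan GABAergic genes, which both lineages share, were lower in MGE cells for 6 of 9 members (7 adjusted over the list alone; median -0.75; camera adjusted p = 0.00015, adjusted p = 0.183 with an estimated correlation). Among them were Dlx6os1 (-1.56 ± 0.17), Dlx1 (-0.95 ± 0.12) and Gad1 (-0.79 ± 0.18), which encodes an enzyme of GABA synthesis. CGE cells were sorted by a Dlx1-driven reporter, so this list is not independent of the sort. Cell cycle genes were lower in MGE cells for 5 of 15 members (5 adjusted over the list alone; camera adjusted p = 0.0019, adjusted p = 0.468 with an estimated correlation), with Aurka at -1.64 ± 0.45. LGE markers were higher in CGE cells for 3 of 4 members (3 adjusted over the list alone; camera adjusted p = 0.025, adjusted p = 0.336 with an estimated correlation), with Meis2 at -3.65 ± 0.53 and Foxp2 at -3.26 ± 0.56. The 4 tested pallial glutamatergic genes lay between -0.59 and 0.96 and the 3 microglia markers between -0.86 and 0.51, and neither list passed camera (adjusted p = 0.898 for both).

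Genes for excitability and transmission moved beside the glial markers. Bulk RNA does not show whether interneurons or other sorted cells carried them. Glutamate receptors were higher in MGE cells for 7 of 13 members and lower for 1 (9 and 1 adjusted over the list alone; camera adjusted p = 0.00013, adjusted p = 0.0865 with an estimated correlation). Gria3 was 4.45 ± 0.20, Grin3a was 2.80 ± 0.30 and Grm5 was 2.44 ± 0.38. Among GABA receptors and chloride transporters 4 of 8 were higher (7 adjusted over the list alone; camera adjusted p = 0.0012, adjusted p = 0.0865 with an estimated correlation), led by Gabrg1 at 4.79 ± 0.23. Voltage-gated channels were higher for 8 of 14 members (9 adjusted over the list alone; camera adjusted p = 0.00015, adjusted p = 0.186 with an estimated correlation). The potassium channel gene Kcnd2 was 3.21 ± 0.27 and the sodium channel gene Scn1a was 2.12 ± 0.24. Mature MGE subtype genes were higher for 4 of 9 members and lower for 1, also when adjusted over the list alone (camera adjusted p = 0.0388, adjusted p = 0.336 with an estimated correlation), with Nxph1 at 3.41 ± 0.29 and Chodl at -3.08 ± 0.49. Mature CGE subtype genes, with 3 of 8 lower in MGE cells and 1 higher (4 and 1 adjusted over the list alone), did not pass camera (adjusted p = 0.0912), though Adarb2 was -4.51 ± 0.21 and Cnr1 was -3.45 ± 0.31. Synaptic vesicle genes were called for 3 of 15 in each direction (4 higher and 3 lower adjusted over the list alone; camera adjusted p = 0.213).

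Other genes with large differences towards CGE cells were Synpr (-6.14 ± 0.24), G630016G05Rik (-4.29 ± 0.46), Gt(ROSA)26Sor (-4.05 ± 0.30) and Glipr2 (-4.01 ± 0.41). Gt(ROSA)26Sor is the transcript of the locus that carried the reporter of the MGE cells, and it read 4.73 in MGE and 8.77 in CGE cells. The counts ranged from 871 to 1244 genes higher in MGE cells and from 608 to 901 genes higher in CGE cells when 1 array was left out.

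The early and the late comparison share no array, but 1 fit gives both the same standard error for each gene. Genes of low spread are therefore called more easily in both, and the numbers for independent lists and the Fisher p-values are a reference, not an exact test. In both, 243 genes were higher in MGE cells where independent lists would share 47.6 (one-sided Fisher's exact p = 1.7e-132), and 225 were higher in CGE cells where they would share 51.1 (Fisher's exact p = 3.7e-97). Lhx6, Sox6, Cbfa2t3, Thbs1, Grm5 and Olig1 were among the former, and Sp8, Prox1, Nr2f2, Htr3a, Synpr and Adarb2 among the latter. In the opposite direction, 5 genes went from higher in MGE to higher in CGE cells (Gjc1, Dffa, Map2k6, Nepro and Uhrf2, all but Gjc1 named after their values were seen) and 39 the other way, where independent lists would give 36.0 and 67.4. Of the genes called early, 80.2% had the same sign late and 52.9% were called the same way. Across genes, which are not independent replicates, the differences correlated at r = 0.467 (rho = 0.333). Without MGE E14.5 replicate 1, or without MGE E14.5 replicate 3 and CGE E16.5 replicate 3 together, the genes higher in MGE cells in both numbered 160.

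**Figure D3:**
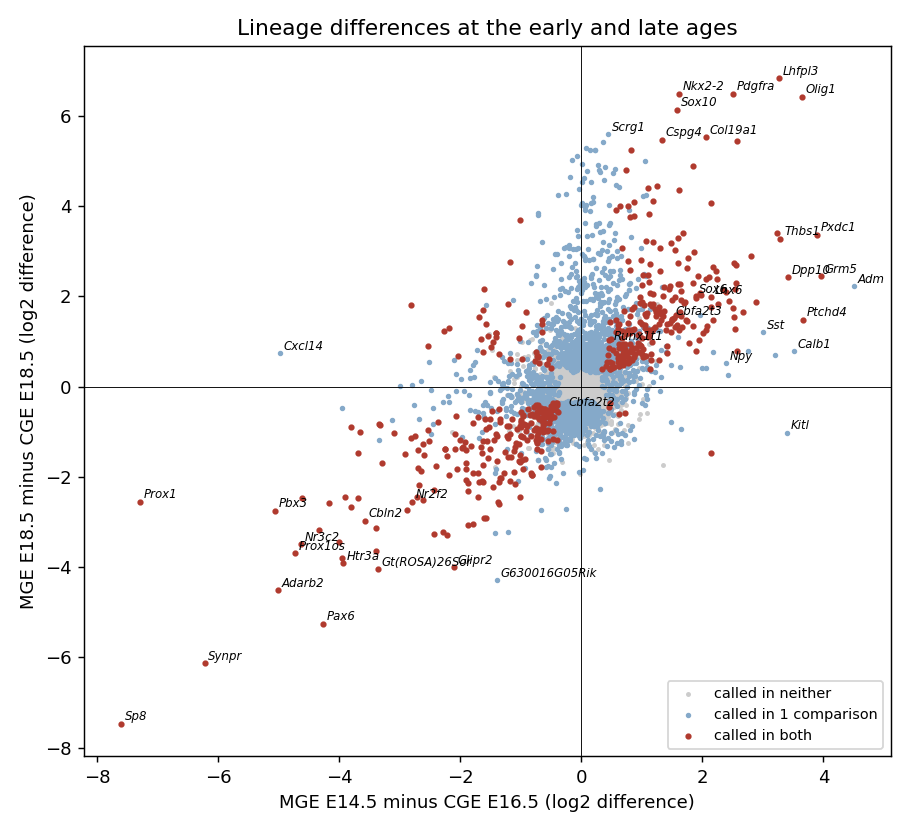
Each point is 1 gene, with its early lineage difference on the x axis and its late lineage difference on the y axis, both log2 MGE minus CGE; red points were called in both comparisons, blue in 1 and grey in neither. Sp8 lies far down on both axes (-7.61 and -7.48), while Prox1 moves from -7.30 to -2.55.

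MGE maturation sets MGE cells at E18.5 against those at E14.5. Sst fell by 2.71 ± 0.64 on the log2 scale (SE, n = 3 arrays per group; adjusted p = 0.0112), from 12.21 to 9.49, and Npy fell by 1.37 ± 0.45 (adjusted p = 0.0477). Cbfa2t3 fell by 1.21 ± 0.20 (adjusted p = 0.0013), while Runx1t1 (-0.27 ± 0.17, adjusted p = 0.282), Lhx6 (-0.28 ± 0.23) and Sox6 (-0.16 ± 0.20) were not called. Prox1 rose from 4.55 to 9.02 (4.47 ± 0.19, adjusted p = 3.5e-08) and Pbx3 rose by 2.13 ± 0.19. Cbln2 fell by 1.01 (adjusted p = 0.0118), from 5.45 to 4.44, both below the filter level. Cbfa2t2 (-0.35), Sp8 (0.23) and Thbs1 (-0.25) were not called. In all, 1007 genes rose and 859 fell, 587 and 123 of them by at least 2-fold, and 47.8% of genes had groups that did not overlap where chance gives 10%.

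Oligodendrocyte precursor markers rose for 13 of 14 members (14 adjusted over the list alone; median 3.90; camera adjusted p = 9.2e-20, adjusted p = 0.0477 with an estimated correlation). Sox8 rose by 5.25 ± 0.37, Gpr17 by 4.89 ± 0.19 and Nkx2-2 by 4.85 ± 0.23. Radial glia and astrocyte markers rose for 8 of 12 members, also when adjusted over the list alone (camera adjusted p = 3.3e-05, adjusted p = 0.0933 with an estimated correlation), with Slc1a3 at 3.81 ± 0.28 and Sox9 at 2.82 ± 0.27. The largest increases were those of Scrg1 (5.79 ± 0.24), Tril (5.38 ± 0.34), the endothelin receptor gene Ednrb (5.31 ± 0.25), Sox8, Tmem132d (5.20 ± 0.18) and Vit (5.16 ± 0.26). Microglia markers rose for all 3 members, also when adjusted over the list alone (camera adjusted p = 0.0012, adjusted p = 0.271 with an estimated correlation), such as Tyrobp (2.77 ± 0.35). The vascular marker Rgs5, the only one of its list tested, rose by 2.59 ± 0.41. Cell cycle genes rose for 9 of 15 members (13 adjusted over the list alone; camera adjusted p = 2.0e-05, adjusted p = 0.451 with an estimated correlation), including Mki67 (2.33 ± 0.52). Immediate early genes, which tissue dissociation can induce, rose for 3 of 10 members, also when adjusted over the list alone (camera adjusted p = 0.0168, adjusted p = 0.459 with an estimated correlation), with Egr2 at 3.19 ± 0.52. MGE E14.5 replicate 3 had the lowest list mean, 8.09 against 9.07 and 9.58, and without it Egr2 was 2.79 and still called, while Fosb went from 3.00 to 2.01 and lost its call. Among hypoxia and glycolysis genes 4 of 12 rose and 1 fell, also when adjusted over the list alone (camera adjusted p = 0.0258, adjusted p = 0.32 with an estimated correlation), with Ldha at 1.68 ± 0.21.

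Some neuronal lists held genes that fell. Pan GABAergic genes fell for 7 of 9 members, also when adjusted over the list alone (median -0.61; camera adjusted p = 0.00098, adjusted p = 0.32 with an estimated correlation), with Gad1 at -0.82 ± 0.18 and Dlx5 at -0.66 ± 0.14. Synaptic vesicle genes fell for 5 of 15 members, also when adjusted over the list alone (camera adjusted p = 0.0081, adjusted p = 0.459 with an estimated correlation), with Stx1a at -1.04 ± 0.19 and Syt1 at -0.998 ± 0.172. Immature neuron genes fell for 2 of 11 members, also when adjusted over the list alone (camera adjusted p = 0.0378, adjusted p = 0.32 with an estimated correlation), namely Stmn2 (-1.25 ± 0.11) and Tubb3 (-0.43 ± 0.12). The list lost its call in 3 of 4 list settings. Channel and receptor genes went both ways, with 2 of 14 voltage-gated channels that rose and 2 that fell, 2 and 3 of 13 glutamate receptors, 2 and 1 of 8 GABA receptors and chloride transporters, and 4 and 1 of 18 guidance receptors. None of these 4 lists passed camera (adjusted p = 0.876, 0.876, 0.407 and 0.407). The largest decreases were those of Kitl (-4.13 ± 0.38), Snhg11 (-3.48 ± 0.43), Ism1 (-3.17 ± 0.26), Reln (-2.89 ± 0.39), the gene of the extracellular protein reelin, and the gap junction gene Gjc1 (-2.76 ± 0.16). CGE regulators rose for 4 of 10 members and fell for 2 (4 and 4 adjusted over the list alone; camera adjusted p = 0.426), and their median of -0.15 and mean of 0.73 had opposite signs. Nfix (2.62 ± 0.40) and Nfib (1.42 ± 0.22) rose beside Prox1, while Nr2f1 (-1.17) and Nr2f2 (-0.78 ± 0.18) fell; not all probe sets of Nfib and Nr2f2 were called. Notch pathway genes rose for 4 of 8 members and fell for 1, also when adjusted over the list alone (camera adjusted p = 0.0796), with Notch1 at 2.67 ± 0.29. The call for Npy was lost in 16 of its 23 settings, over which the difference ranged from -1.50 to -1.12 and the adjusted p reached 0.167. Without MGE E14.5 replicate 1 the genes that fell numbered 461, whereas with array weights 1551 rose and 1939 fell, so which direction holds more genes depends on the weights.

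CGE maturation sets CGE cells at E18.5 against those at E16.5, a shorter interval. Cell cycle genes rose for 13 of 15 members (14 adjusted over the list alone; median 2.28; camera adjusted p = 6.1e-15, adjusted p = 0.163 with an estimated correlation). Birc5 rose by 2.91 ± 0.57 and Top2a by 2.83 ± 0.58 (SE, n = 3 arrays per group). The list mean was 8.82 on CGE E16.5 replicate 1 against 7.41 and 7.10, and 10.59 on CGE E18.5 replicate 2 against 9.43 and 9.67. Without the first Birc5 rose by 3.74 and Top2a by 3.64, and without the second by 2.57 and 2.45, all still called. Over 23 settings Birc5 lost its call in 2 and Top2a in 3 (adjusted p up to 0.071 for both). Nrp2, a receptor of migrating neurons, fell by 3.50 ± 0.30, Reln fell by 3.34 ± 0.39 and Ndnf, a neurogliaform marker, fell by 2.83 ± 0.46. Cbfa2t3 (-1.21 ± 0.20, adjusted p = 0.0055) and Runx1t1 (-0.75 ± 0.17, adjusted p = 0.0174) fell. Nr2f2 fell by 1.02 ± 0.18 and Cbln2 by 1.61 (adjusted p = 0.0036). Prox1 (-0.28 ± 0.19), Sp8 (0.10 ± 0.13), Lhx6 (-0.12 ± 0.23) and Sst (-0.91 ± 0.64) were not called. Neither were Npy (0.51), Sox6 (-0.27), Cbfa2t2 (-0.11), Thbs1 (-0.22) and Pbx3 (-0.17). Npy ran from 0.036 to 1.15 over 23 settings and gained a call in 1 of them. In all, 395 genes rose and 560 fell, 225 and 135 of them by at least 2-fold, and 25.5% had groups that did not overlap where chance gives 10%.

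Other increases were those of the immediate early genes Egr2 (4.13 ± 0.52) and Fosb (3.65 ± 0.84) and of the mitotic genes Spc25 (3.32 ± 0.60), Spag5 (3.21 ± 0.57), Cenpf (3.16 ± 0.63) and Ect2 (3.15 ± 0.59). Immediate early and stress genes rose for 6 of 10 members (8 adjusted over the list alone; camera adjusted p = 2.9e-07, adjusted p = 0.163 with an estimated correlation). The list mean was 8.18 on CGE E16.5 replicate 3 against 8.72 and 8.76, and 11.16 on CGE E18.5 replicate 2 against 9.92 and 10.46. Fosb lost its call without either, at 3.40 and 3.57, while Egr2 kept its call, at 4.07 and 3.47. Microglia markers rose for all 3 members, also when adjusted over the list alone (camera adjusted p = 0.0013, adjusted p = 0.163 with an estimated correlation), with Csf1r at 2.36 ± 0.56. Radial glia and astrocyte markers rose for 3 of 12 members and fell for 1 (5 and 1 adjusted over the list alone; camera adjusted p = 0.0014, adjusted p = 0.163 with an estimated correlation), with Sox9 at 1.28 ± 0.27 and Slc1a2 at -1.45 ± 0.27. Oligodendrocyte precursor markers rose for 2 of 14 members, Sox8 (2.17 ± 0.37) and Olig1 (1.03 ± 0.26), and the list had a median of 0.08 (3 adjusted over the list alone; camera adjusted p = 0.0525). Olig1 went from 4.74 to 5.77, and both means lie below the filter level.

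LGE markers rose for 1 of 4 members, Meis2 at 1.94 ± 0.53 (2 adjusted over the list alone; median 1.22; camera adjusted p = 0.0166, adjusted p = 0.295 with an estimated correlation). Not all probe sets of Meis2 were called, and its call was lost in 13 of 23 settings (adjusted p up to 0.146). With list means of 10.37, 8.71 and 8.73 at E16.5 and 10.83, 10.34 and 10.06 at E18.5, the rise rests on E16.5 replicates 2 and 3. The CGE sort also keeps cells of the lateral eminence. Mature CGE subtype genes fell for 4 of 8 members (6 adjusted over the list alone; camera adjusted p = 0.00054, adjusted p = 0.171 with an estimated correlation), among them Cxcl14 (-2.02 ± 0.51). Voltage-gated channels fell for 6 of 14 members (8 adjusted over the list alone; camera adjusted p = 5.8e-05, adjusted p = 0.163 with an estimated correlation). Among them Cacna1b was -0.91 ± 0.15. Synaptic vesicle genes fell for 4 of 15 (5 adjusted over the list alone; camera adjusted p = 0.001, adjusted p = 0.302 with an estimated correlation), with Syt1 at -1.33 ± 0.17. GABA receptors and chloride transporters fell for 2 of 8 members (3 adjusted over the list alone; camera adjusted p = 0.0416, adjusted p = 0.214 with an estimated correlation), Gabra2 (-1.47 ± 0.18) and Gabra3 (-1.32 ± 0.36). The MTG family fell for 2 of 3 members, also when adjusted over the list alone (camera adjusted p = 0.037, adjusted p = 0.163 with an estimated correlation). MGE regulators fell for 2 of 6, Mef2c (-0.73 ± 0.20) and Satb1 (-0.59 ± 0.11), with 3 adjusted over the list alone (camera adjusted p = 0.037, adjusted p = 0.302 with an estimated correlation). Not all probe sets of Runx1t1, Mef2c, Satb1, Slc1a2, Sox9, Gabra3 and Syt1 were called, and 1 of Satb1 had the opposite sign. The calls of Mef2c and Gabra3 were lost in 12 of 23 and 12 of 22 settings (adjusted p up to 0.171 and 0.133). That of Runx1t1 was lost in 4 of 23 (adjusted p up to 0.109). The lists of MGE regulators and of GABA receptors and chloride transporters each lost their call in 2 of 4 list settings. Other large decreases were those of Crb1 (-2.70 ± 0.18), Pcdh19 (-2.40 ± 0.33) and the NMDA receptor gene Grin2d (-2.37 ± 0.34). The size for Crb1 depended on the setting, from -2.94 to -1.04 over 22 settings, all with a call. Fitted with its 2 groups only, this comparison called 75 genes higher and 100 lower and Cbfa2t3 had an adjusted p of 0.0537, the highest of its 23 settings. Without CGE E16.5 replicate 3 the counts were 149 and 225, and without MGE E14.5 replicate 3 as well they were 90 and 133.

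The 2 maturations share no array but, as above, share the standard error of each gene, so the same limit holds. In all, 184 genes rose in both where independent lists would share 45.2 (one-sided Fisher's exact p = 5.6e-73), while 174 fell in both where they would share 54.7 (Fisher's exact p = 8.7e-49). Egr2, Fosb, Csf1r and Mki67 rose in both, and Cbfa2t3, Reln, Satb1 and Nr2f2 fell in both, although 1 of the 3 other probe sets of Satb1 was not called in either. Across genes, the 2 maturations correlated at r = 0.365 (rho = 0.294).

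The change of the lineage difference tests directly whether MGE and CGE cells differed in another way late than early. Prox1 shifted towards MGE cells by 4.75 ± 0.27 (adjusted p = 1.4e-06), as did Pbx3 by 2.30 ± 0.26 and Cxcl14, a chemokine gene of CGE subtypes, by 5.71 ± 0.72. Oligodendrocyte precursor markers shifted towards MGE cells for 13 of 14 members, also when adjusted over the list alone (median 3.24; camera adjusted p = 1.6e-18, adjusted p = 0.0577 with an estimated correlation). For Sst (-1.80 ± 0.91, adjusted p = 0.274) and Npy (-1.88 ± 0.63, adjusted p = 0.0925) a change was not called, so that a difference between the early and the late comparison is not shown for them. Over the alternatives the change ran from -2.56 to -1.04 for Sst and from -2.52 to -1.41 for Npy, which was called in 1 of 22 settings, without CGE E18.5 replicate 2. The same holds for Lhx6 (-0.16 ± 0.32), Cbfa2t3 (-0.01 ± 0.29) and Runx1t1 (0.48 ± 0.24, adjusted p = 0.269), although Runx1t1 was called, at 0.70, without CGE E18.5 replicate 1. Sox6 (0.11), Cbfa2t2 (-0.24), Nr2f2 (0.24), Sp8 (0.13), Thbs1 (-0.02) and Cbln2 (0.60) were not called either. Nr2f2 ran from 0.12 to 0.94 over 22 settings and gained a call in 1 of them. In all, 595 genes shifted towards MGE and 165 towards CGE cells. Of the former, 391 were also called higher in MGE cells at E18.5 both against CGE cells of that day and against E14.5. The change and both of these comparisons use the same MGE arrays at E18.5, so this overlap is in part built in.

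Other genes that shifted towards MGE cells included Tmem132d (5.21 ± 0.26), Vit (5.18 ± 0.37), the potassium channel gene Kcnj16 (5.18 ± 0.31), Scrg1 (5.14 ± 0.34) and Calcrl (5.11 ± 0.22), a receptor subunit gene for adrenomedullin. Towards CGE cells shifted Kitl (-4.43 ± 0.54), Gjc1 (-3.61 ± 0.23), G630016G05Rik (-2.90 ± 0.65), Tead2 (-2.59 ± 0.61), Snhg11 (-2.58 ± 0.61) and Grik1 (-2.50 ± 0.34). CGE regulators shifted towards MGE cells for 3 of 10 members and towards CGE cells for 1 (5 and 1 adjusted over the list alone, camera adjusted p = 0.0188, adjusted p = 0.307 with an estimated correlation). The 3 were Prox1, Nfix (2.16) and Nfib (1.33), while Sp8 (0.13) and Nr2f2 (0.24) were not called. Oligodendrocyte precursor markers shifted the same way, and which sorted cells carried Prox1, Nfix and Nfib was not tested. Radial glia and astrocyte markers shifted towards MGE cells for 4 of 12 (6 adjusted over the list alone; camera adjusted p = 0.017, adjusted p = 0.307 with an estimated correlation). Pan GABAergic genes shifted towards CGE cells for 1 of 9 members, Dlx6 at -0.98 ± 0.26 (3 adjusted over the list alone; camera adjusted p = 0.0118, adjusted p = 0.411 with an estimated correlation). Without MGE E14.5 replicate 2 the genes shifted towards CGE cells numbered 82, and with array weights 258.

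**Figure D4:**
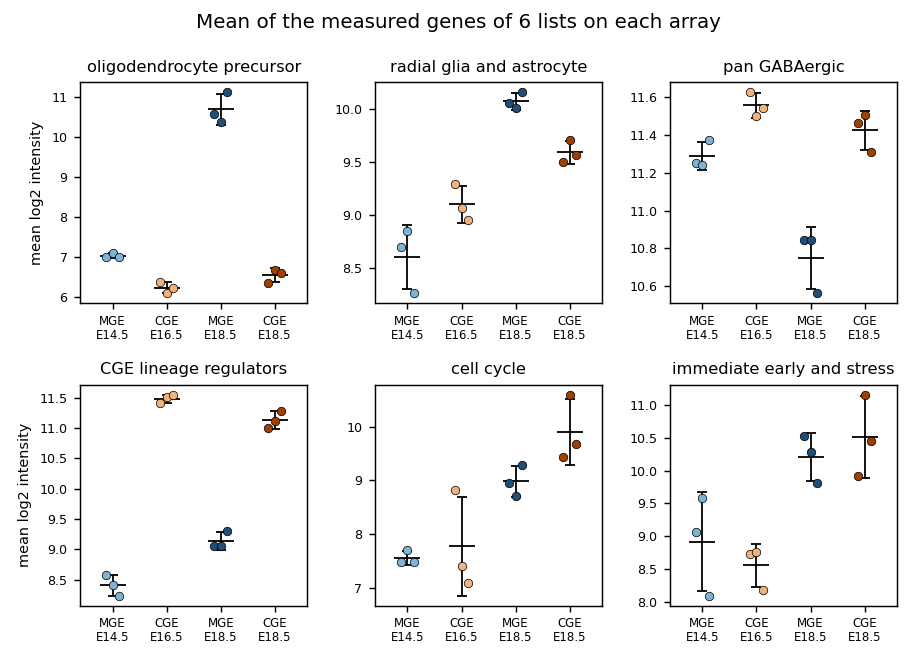
Each panel shows, for 1 of 6 gene lists, the mean log2 intensity of its tested members (y axis, with its own range in each panel) on the 12 arrays by group (x axis), with points for arrays and bars for the mean ± SD of 3 arrays. Oligodendrocyte precursor markers lie between 10.4 and 11.1 on the MGE arrays at E18.5, above all other arrays.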

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

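The tests of dilution, of unsorted, dividing or oligodendrocyte lineage cells and of the reporter allele were chosen only after the result was seen, whereas those of a single probe set, of the chromosome region and of other splits of the arrays were set beforehand.

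The values here are changes of the lineage difference, late minus early, that the interaction term in limma called. Shifts towards MGE cells among markers of oligodendrocyte precursors were 4.998 for Gpr17, 4.87 for Nkx2-2, 4.54 for Sox10, 4.13 for Cspg4, 3.97 for Pdgfra, 3.33 for Ptprz1, 3.08 for Sox8 and 2.78 for Olig1, with a list median of 3.24. Beside them stood Scrg1 at 5.14, Lhfpl3 at 3.56 and Col19a1 at 3.46. Among radial glia and astrocyte markers (list median 1.15) they were 2.83 for Slc1a3, 1.88 for Slc1a2, 1.54 for Sox9 and 0.87 for Fabp7. Of 10 CGE regulators, Prox1 at 4.75, Nfix at 2.16 and Nfib at 1.33 shifted towards MGE cells and Nr2f1 at -0.71 towards CGE cells, with a list median of 0.65. Of 8 mature CGE subtype genes, Cxcl14 at 5.71 and Id2 at 1.69 shifted, and the list did not pass camera (adjusted p = 0.0669). Pbx3 at 2.30 was 1 of 6 genes changed in both mutants to shift (camera adjusted p = 0.868, with the limit given for this list above). Other shifts were 5.21 for Tmem132d, 5.18 for Vit, 5.18 for Kcnj16, 5.11 for Calcrl, 5.05 for Ednrb, 4.37 for Tril, 2.48 for Crb1, 1.70 for Notch1, 1.33 for Ldha and 0.88 for Jag1. Of 8 genes for GABA receptors and chloride transport, 3 shifted towards MGE cells, Gabrg1 by 4.49, Gabra2 by 1.29 and Gabrb2 by 0.77, with a list median of 0.60. Of 13 glutamate receptors, 3 shifted towards MGE cells, Gria3 by 3.20, Grin3a by 2.73 and Grin2d by 2.21, and 1 towards CGE cells, and the list did not pass (median -0.08; camera adjusted p = 0.581). Of 14 voltage-gated channels 2 shifted, Kcnd2 by 3.86 and Kcnq3 by 2.08, with a list median of 0.38. Of 15 synaptic vesicle genes 1 shifted, Cplx2 by 0.98, and that list did not pass (camera adjusted p = 0.982). Of 18 guidance receptors 2 shifted, Nrp2 by 2.96 and Plxna4 by 2.03, with a list median of 0.61. Towards CGE cells shifted Kitl at -4.43, Gjc1 at -3.61, G630016G05Rik at -2.90, Tead2 at -2.59, Snhg11 at -2.58, Grik1 at -2.50, Ptchd4 at -2.17, Stmn2 at -1.28, Dlx6 at -0.98 and Mfng at -0.64. The medians of the pan GABAergic and cell cycle lists were -0.35 and -0.68, although limma called 1 of 9 members of the former and 0 of 15 of the latter (3 at an unadjusted p under 0.05). Not all probe sets of Nfix, Nfib, Slc1a3 and Cplx2 were called. Over the alternatives Crb1 ran from 0.81 to 2.72 and Sox10 from 2.92 to 4.74, and both kept their call. Across the alternatives the call was lost in 14 of 21 settings for Jag1, 13 of 22 for Gabrb2, 11 of 22 for Mfng, 10 of 22 for Nfix, 9 of 22 for Cplx2 and 8 of 22 for Dlx6, and in 6 or fewer for each of the others named here. Apart from glutamate receptors, the 8 lists with a median given here passed camera at the preset correlation. With an estimated correlation their adjusted p ran from 0.0577 to 0.665. Which of the sorted cells carried the shifted transcripts, Prox1, Gria3, Gabrg1 and Kcnd2 among them, cannot be read from bulk RNA.

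Oligodendrocyte precursor markers were far higher in MGE than in CGE cells at E18.5. Unsorted cells of the dissected cortex would bring transcripts of pallial neurons, and over 12 such genes the late difference had a median of -0.0155, which decides nothing, since most were dim, Emx2 (-1.89) was called lower, and Neurod2 (0.96) and Tbr1 (0.92) were higher without being called. More dividing cells in the MGE sort than in the CGE sort would raise cell cycle genes at E18.5. Their late median was -0.98, and their list mean was -0.91 ± 0.47 (SE), under 2 SE from 0. Of 15 genes, 0 were called higher and 5 lower. List means were 8.71 to 9.28 on the MGE arrays and 9.43 to 10.59 on the CGE arrays. In CGE maturation 13 of 15 rose (median 2.28), while the median of the precursor markers moved by 0.076. These values argue against a larger dividing share in the MGE sort as the source of this difference. Within MGE cells, 9 of 15 also rose with age. Cells of the oligodendrocyte lineage, which also arise from Nkx2-1-Cre progenitors and which a sort for the reporter would keep, may be present in the MGE fraction. The test of this was set with its outcome known and is weak. Of 9 pan GABAergic genes, 6 were called lower at E18.5 and 1 was called for the change. Already called lower early were 2, Dlx1 (-0.70) and Dlx6os1 (-1.21). The CGE sort used a Dlx1-driven reporter, so higher Dlx1 there can come from the sort. Expression of these genes by the interneurons themselves stays open in bulk RNA as well. The sorts also differed, with a Rosa26 reporter for MGE cells and a Dlx1-driven one for CGE cells. Which other cells each sort kept was not measured, so sort and lineage cannot be told apart here.

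Cbfa2t3 was lower at E18.5 in both lineages. A single faulty probe set is argued against by the 3 others, which had a median of -1.42 in MGE maturation and were all called lower in both maturations. Dilution by oligodendrocyte precursors is argued against in CGE cells, where the median of their markers moved by 0.076. In MGE cells Cbfa2t3 minus the mean of the pan GABAergic genes changed by -0.68 ± 0.26 (SE), which argues against dilution as the whole cause, although a weaker response of bright probe sets stays open. The design names age, and a fall with maturation is a candidate explanation that was not tested further.

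Gt(ROSA)26Sor was lower in MGE than in CGE cells at both ages. A difference of the whole chromosome region is argued against by the nearest measured genes on either side, Thumpd3 and Setd5, whose difference of the largest size in the lineage comparisons was -0.41 ± 0.22 for Setd5. The reporter of the MGE cells was inserted at this locus, and a broken transcript is consistent with MGE levels of 4.47 and 4.73 below the filter level at both ages and with a change that was not called (adjusted p = 0.377), although a p that misses the threshold does not show equal differences. The methods give the MGE embryos as homozygous for the reporter allele (fl/fl) and name no Rosa26 reporter in the CGE embryos. The gene had 1 probe set, and these levels were known when the test was set. A lineage difference in the native transcript could not be tested, because genotype and lineage vary together.

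The counts of called genes were set against other splits of the same arrays. With 10 splits of 6 arrays the share can never go under 0.1, so these are too few to decide; the real split was the 1 split with as many calls in each of the 4 comparisons of 2 groups. The real count was 885 in the early comparison against 1 in the highest other split, 2009 against 0 in the late comparison, 1866 against 0 in MGE maturation and 955 against 0 in CGE maturation. For the change of the lineage difference, 3 of 100 splits drawn called as many genes as the real one, itself included, and the highest other split called 849 against 760. This share does not exclude chance for this term, although the bound set beforehand was under 5 of 100, because the splits also break up both maturations and so do not leave the change alone at 0. Exchanging the 2 CGE days whole, a split that was not drawn, called 2228 genes, which points to the structure of the samples, since the contrast then becomes the sum of both maturations.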

How the results depend on the processing

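The setting that left out MGE E14.5 replicate 3 and CGE E16.5 replicate 3 together was chosen only after the data were seen. Counts are given first for MGE, or genes that rose, and then for CGE, or genes that fell. Unless the construction is named, the cause was not tested. Asking for at least 2-fold, which can only lower counts, gave 185 and 242 in the early comparison, 588 and 260 in the late, 587 and 123 in MGE maturation, 225 and 135 in CGE maturation, 85 shifted towards CGE, and 131 and 108 shared by both lineage comparisons. Testing all probe sets, which counts a gene more than once, gave 765 and 927, 2205 and 1751, 1744 and 1651, 700 and 1063, 1112 and 553 for the change, and 450 and 385 shared. Array weights gave 818 and 996 early, 1551 and 1939 in MGE maturation, 258 and 285 in CGE maturation and 258 shifted towards CGE. With its 2 groups only, CGE maturation called 75 and 100 genes. Without the 2 arrays above, counts were 208 and 317 early, 90 and 133 in CGE maturation, and 160 shared higher in MGE, with Lhx6 at 0.16 and Thbs1 at 0.079 in CGE maturation in place of values below 0. Other counts of this setting stayed within 1.5 times. Leaving out 1 array, which leaves its group with 2, gave ranges of 214 to 423 and 318 to 583 early (lowest without MGE E14.5 replicate 1), 871 to 1244 and 608 to 901 late (lowest without MGE E18.5 replicates 3 and 1), 692 to 1077 and 461 to 935 in MGE maturation (without MGE E18.5 replicate 3 and MGE E14.5 replicate 1), 149 to 442 and 225 to 765 in CGE maturation (without CGE E16.5 replicate 3), 453 to 688 and 82 to 207 for the change (without MGE E14.5 replicate 2), and 160 to 277 and 164 to 238 shared (without MGE E14.5 replicate 1). Values that were not called in the report changed sign: for the change, Thbs1 to 0.037 with quantile normalization and 0.13 with the mean of probe sets, and Cbfa2t3 to 0.020 with array weights. With quantile normalization the oligodendrocyte precursor median in CGE maturation went to -0.0032. With the mean of probe sets the median of MGE lineage regulators went to -0.021 and of mature MGE subtype genes to 0.11 for the change, and early of synaptic vesicle genes to -0.0052 and of voltage-gated channels to 0.11. With 1 array left out, the ranges that crossed 0 are those of Thbs1 in the change (-0.52 to 0.42), Cbfa2t3 in the change (-0.23 to 0.14), Pbx3 in CGE maturation (-0.29 to 0.0029), Lhx6 in the change (-0.45 to 0.10), Lhx6 in CGE maturation (-0.39 to 0.16), Thbs1 in CGE maturation (-0.67 to 0.28), Sox6 in the change (-0.069 to 0.34), Npy in the late lineage comparison (-0.12 to 0.99) and Sp8 in CGE maturation (-0.0147 to 0.19). Taken over all groups, the replicate numbers do not pair the arrays: of 18 pairs with the same number, 4 correlated above 0.1 (range -0.17 to 0.28), and 5 of 12 arrays had their best partner under their own number. Between MGE E14.5 and CGE E16.5 the same-number pairs were 0.07, 0.19 and, for replicate 3, 0.28. A replicate 3 paired with another number gave -0.23 to -0.10, and replicates 1 and 2 crossed gave 0.13 and 0.07. A shared handling of these replicate 3 arrays was not tested. The replicate block called 344 and 484 genes early, 1127 and 814 late, 947 and 765 in MGE maturation, 357 and 512 in CGE maturation, and 583 and 169 for the change, and moved no count by more than 1.5 times. Over single genes and all settings other than leaving out 1 array, 3644 values kept their side of the threshold, 190 lost a call and 8 gained one; with 1 array left out, 3953 kept it, 354 lost a call and 5 gained one. For gene lists, 379 kept it, 3 gained a call and 53 lost one, 45 of them with an estimated correlation. The others lost were genes changed in both mutants late (replicate block, quantile normalization, mean of probe sets), immature neurons in MGE maturation (replicate block, mean of probe sets), radial glia late (replicate block), and MGE lineage regulators and GABA receptors in CGE maturation (mean of probe sets). Gained were microglia early and immediate early genes for the change (replicate block) and mature CGE subtype genes for the change (mean of probe sets). No pseudocount alternative was run, since the values were already on a log2 scale. Quantile normalization and median centring moved the median of all genes by at most 0.03. No detection calls were used, so differences of genes near the filter level are the least certain.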

Other observations

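The observations on Y-linked transcripts, on the spike control and on single genes below were picked after the values were seen, and no further test was run on them.

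Guidance receptors split between the lineages at E18.5. Of 18 measured, 6 were higher in MGE and 4 higher in CGE cells (7 and 5 adjusted over the list alone), and the list did not pass camera (adjusted p = 0.925). Met, the receptor of hepatocyte growth factor, was -3.15 ± 0.28 (log2 MGE minus CGE ± SE, n = 3 arrays per group), Tiam2 was -2.46 ± 0.31 and the netrin receptor gene Unc5c was 2.16 ± 0.39. Nrp2, a semaphorin receptor gene, went from -1.58 early to 1.38 late. In the Notch pathway the target genes Hes5 (2.45 ± 0.49) and Hey1 (1.87 ± 0.39) were higher in MGE cells at E18.5, while Mfng (-1.62 ± 0.12), a modifier of Notch receptors, Notch2 (-0.80 ± 0.21) and Jag1 (-0.71) were lower. That made 2 higher and 3 lower of 8, also when adjusted over the list alone, and the list did not pass camera (adjusted p = 0.301). Hes5 is also on the radial glia and astrocyte list.

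In the early comparison, voltage-gated channels were higher in MGE cells for 5 of 14 members (6 adjusted over the list alone; camera adjusted p = 0.108), led by the sodium channel gene Scn1a at 1.66 ± 0.24. The chloride transporter gene Slc12a5 was higher by 1.08 ± 0.31, a call lost in 10 of 23 settings (adjusted p up to 0.191), and fell by 1.68 ± 0.31 in MGE maturation. Among hypoxia and glycolysis genes, Adm (4.50 ± 1.02) and Egln3 (-3.29 ± 0.33) moved apart, and the list did not pass (camera adjusted p = 0.767). Chodl, which marks a subset of SST neurons that also make NPY, was called higher in CGE cells at both ages, but the early difference of -1.87 lies between means of 4.11 and 5.98, both below the filter level, and the late one (-3.08) between 4.71 and 7.79.

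The study describes the share of MGE lineage cells with MTG16 protein as rising between E14.5 and E18.5. It describes the share with Mtg8 as falling to scarce, counted by a β-galactosidase reporter that Mtg8 controls. The Cbfa2t3 transcript, which encodes MTG16, fell by 1.21 ± 0.20 over the same days here, and Runx1t1, which encodes MTG8, was -0.27 ± 0.17 and was not called. The arrays read transcript per amount of RNA in sorted cells and not shares of cells, and the difference was not examined further.

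The Y-linked genes Eif2s3y and Kdm5d read 3.89 and 4.16 on MGE E14.5 replicate 3 and 3.95 and 4.22 on CGE E16.5 replicate 3. On the other 10 arrays they read 6.97 to 10.26 and 7.71 to 10.80. Xist read 13.09 and 13.13 on those 2 arrays and 12.03 to 13.01 on the others, and the immediate early gene Fos was lowest on the same 2, at 8.40 and 8.04, against 9.99 to 12.60. Counts without both arrays are given with each comparison that they moved. The bioB spike control, which is added to each sample, read 11.87 on CGE E18.5 replicate 3 against 10.32 to 10.66 on the other 11 arrays, 2.58-fold above their mean.

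Of the 595 genes that shifted towards MGE cells, 147 lay above the filter level on the 3 MGE arrays at E18.5 and on no other array. In all, 159 tested genes had this pattern, which by its construction favours a shift towards MGE cells. Tmem132d, Vit, Kcnj16 and Calcrl read 3.71 to 4.19 in the 3 other groups and 8.95 to 9.17 in MGE cells at E18.5.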
